A study of Mus musculus with 8 samples. Its data were reported in "The H2A.Z and NuRD associated protein HMG20A controls early head and heart developmental transcription programs" (2023).

How the data were processed

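HMG20A, a DNA-binding protein with a high mobility group box, was mapped by CUT&RUN, in which an antibody directs a nuclease to the bound protein and the released DNA fragments are sequenced. The cells were V6.5 mouse embryonic stem cells (mESCs) on day 2 of a cardiomyocyte differentiation protocol, after transfer from the naive state (2 inhibitors and LIF) into serum medium with LIF, which the labels call the primed state. The 8 libraries fell into 4 groups of 2: wild-type (WT) cells with an HMG20A antibody, WT cells with control IgG, Hmg20a knock-out cells with the HMG20A antibody and knock-out cells with IgG. The study calls the knock-out cells depleted (DP). Its CUT&RUN used a single DP clone, described as the one with the lowest remaining Hmg20a mRNA, so some HMG20A may remain in these cells. Effects of the clone or of remaining HMG20A on the peak list were not examined. Groups were taken from the sample titles. The study calls the replicates independent, and whether they came from separate cultures is not given in the sources used here.

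According to the study's methods and the submitters' processing notes, reads were checked with FastQC, trimmed with Trim Galore and aligned to the mouse genome build mm9 with HISAT2 (version 2.2.1). PCR duplicates were removed with Picard (version 2.21.9), coverage was computed with deepTools, and narrow peaks were called with MACS2 (version 2.2.71 in the notes) against IgG. Peaks of the WT HMG20A libraries that were also called in a knock-out library were removed, as were regions known to give artificial signal. The file deposited by the authors is 1 list for both WT replicates, with the start and end of each peak in base pairs. Its score field, as deposited by the authors, held 0 for every peak, so peak heights, fold enrichments and q values were not used here. Because the list pools the replicates and was already cleared of knock-out peaks, it holds no value per sample. No difference between WT and knock-out cells could be measured from it, and the spread between replicates could not be computed. Reads per library and a coverage track for each library are listed in the study's reporting summary, but the tracks were not among the files analysed and both were not used here. Intervals and p-values below treat peaks, genes (for lists, families and pathways) or chromosomes (for the correlation) as the units and cover counting error only. Sites called in both genotypes are absent from the list by its construction, whatever their signal.

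Peak coordinates were compared with the chromosome lengths of mm9 and with the matching reference sequence. The lengths differed for 0 of 20 chromosomes, and 0 peaks ended beyond a chromosome. Gene positions were those of protein-coding transcripts of protein-coding genes in GENCODE for mm9 (51684 transcripts and 22202 gene symbols). Each peak was placed by its midpoint in 1 of 11 classes in the order promoter within 1 kb, 1 to 2 kb and 2 to 3 kb of a start site, 5' UTR, 3' UTR, first exon, other exon, first intron, other intron, downstream within 300 bp, and distal intergenic. Each peak was assigned to the gene with the nearest start site. Coordinates are given on mm9, counted from 1.

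Shares per feature and per Giemsa band class were compared with 10000 circular shifts of the peaks within each chromosome (a two-sided permutation test of position), leaving out the first 3 Mb, which are an assembly gap. The smallest p these shifts can give is 0.0002. Peaks per chromosome were tested with exact binomial tests against chromosome length. Close neighbours (midpoints within 10 kb) were compared with 10000 uniform random placements (one-sided, smallest p 0.0001). Members of 13 gene lists that were nearest to a peak were compared with all other protein-coding genes by Fisher's exact test (two-sided). Of 286 entries in the lists, 285 matched an annotated gene, 9 of them under an older symbol. For sequence, 7 motifs were searched on both strands in each peak and in a window of the same width 2 kb to its right, and compared by exact McNemar tests. GC content was compared by sign-flip permutation, and peak width by permutation of the difference in medians (100000 draws each, two-sided, smallest p 1e-05). One pair was left out of the motif tests because its window held unknown bases. Benjamini-Hochberg adjustment was applied within each family of tests at 0.05, and shares carry Wilson 95% intervals.

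The tests above, the gene lists and most alternatives were fixed before the data were examined. The genes named were, by a rule of the same date, the 10 widest peaks, up to 4 members per list with the widest peak within 1 kb of the start site, the 5 genes nearest to the most peaks, and Hmg20a, Dars, Mfn1 and Cldn11. Other genes named were chosen after their values were seen. Alternatives covered peak width, merging of neighbours, chromosome length, promoter size, overlap rule, gene assignment, random placement and control window.

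The tests were tested on simulated data, in 20 sets of 2545 randomly placed peaks. The planted effects were 200 promoter peaks, 200 peaks with an SP and KLF box, 100 close pairs and 500 peaks in Giemsa-negative bands. Others were a 2-fold chromosome, 50 bp of added promoter peak width, and peaks at the start sites of part of a list. They were called in 20 of 20 sets for each test. Smaller effects were not planted, so a test that did not pass may have missed one. Without an effect, the feature test gave 0 calls in 220, the chromosome test 0 in 400, the motif test 1 in 140, the band test 1 in 20, and the spacing and width tests 0 in 20 each, but the Fisher test of gene lists gave 16 calls in 260. Over 200 further random sets, 105 had at least 1 list called, mostly neural crest and EMT (74 sets) and patterning and morphogenesis (43 sets). Genes with long stretches around them without other start sites catch more random peaks under nearest-gene assignment, so the shift test is given beside each list that was called. The shifts do not keep peaks near start sites, and their rate of false calls for lists was not simulated.

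Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, BLAST 2.17.0, and R 4.3.3 with GenomeInfoDb 1.38.1 (chromosome lengths), circlize 0.4.16 (bands) and fgsea 1.28.0 (Reactome pathways). Knock-out and IgG libraries were not analysed here beyond their role in the deposited list.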

Results

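Binding of HMG20A was measured by CUT&RUN in 8 libraries, 2 in each of 4 groups: WT and Hmg20a knock-out mESCs, each with an HMG20A antibody or control IgG. The deposited list held 2545 HMG20A peaks found in WT and not in Hmg20a knock-out mESCs on day 2. Peaks had a median width of 408 bp (95% interval 397 to 417), with quartiles at 319 and 552 bp, and together covered 1213 kb. The list contained no overlapping peaks and no peaks on the Y chromosome. It gives positions and no counts or heights, so the depth behind each peak and the spread between replicates could not be read from it, and each value describes the pooled WT replicates. Reads per library, which the study lists, were not used here.

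The first question was where HMG20A lies relative to genes. HMG20A peaks were concentrated at promoters. Of 2545 peaks, 829 (32.6%, 95% interval 30.8 to 34.4) lay within 1 kb of a protein-coding start site, compared with 2.43% ± 0.34 (SD over shifts) when the peaks were shifted along the chromosomes, a 13.4-fold excess (shift permutation, adjusted p = 0.00044, the smallest that the shifts allow after adjustment). The next class, 1 to 2 kb from a start site, held 113 peaks (2.03-fold, shift permutation, adjusted p = 0.00044), whereas the 65 peaks at 2 to 3 kb did not differ from the shifts (1.24-fold, adjusted p = 0.195). The largest class was distal intergenic, with 1052 peaks (41.3%), yet this was less than the 58.2% of shifted peaks (shift permutation, adjusted p = 0.00044). First introns held 172 peaks (6.76% against 9.96% of shifted peaks) and other introns 275 (10.8% against 23.0%), both fewer than under the shifts (permutation, adjusted p = 0.00044 for each). All classes share the same total, so the promoter excess (39.6% of peaks within 3 kb against 6.68% of shifted peaks) lowers the other shares. Whether introns and intergenic sequence hold fewer of the peaks outside promoters was not tested. Exons and UTRs outside promoters held 35 peaks (1.38%). The promoter excess over the mm9 annotation also served as the check of the genome build (two-sided shift permutation, p = 0.0002).

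**Figure D1:**
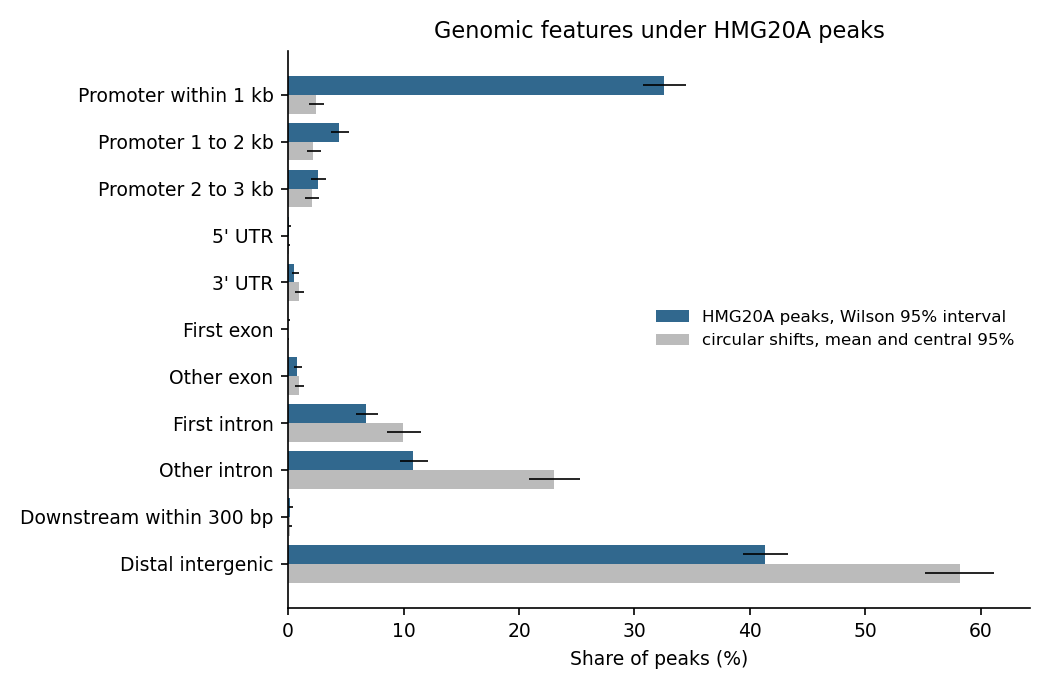
Share of the 2545 HMG20A peaks (x axis, %) in each of 11 genomic features (y axis), as blue bars with Wilson 95% intervals, beside the mean of 10000 circular shifts, as grey bars with the central 95% of shifts. Promoters within 1 kb held 32.6% of peaks against 2.43% of shifted peaks, while introns and intergenic sequence held smaller shares than the shifts. Shares are of all peaks, so the promoter excess lowers the other shares.

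At promoters, HMG20A sat close to and mainly upstream of the start site. The midpoints of the 829 promoter peaks had a median position of -153 bp relative to the start site, with quartiles at -412 and 148 bp. They lay upstream in 516 cases (62.2%, 95% interval 58.9 to 65.5, two-sided exact binomial p = 1.78e-12), and the peak itself covered a start site in 290 cases (35.0%). Over all peaks, the median distance to the nearest start site was 7461 bp, and 92.2% of peaks lay within 100 kb of one.

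**Figure D2:**
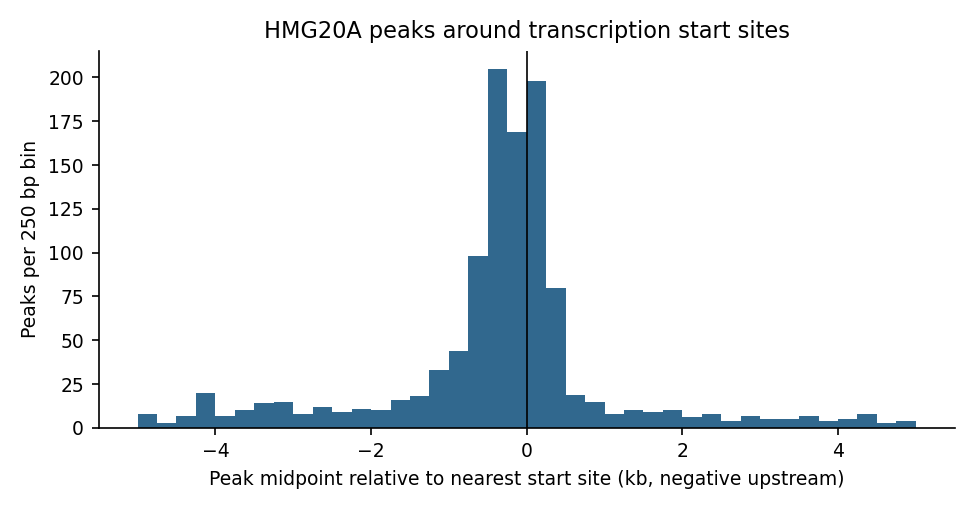
Number of HMG20A peaks (y axis, per 250 bp bin) by the position of their midpoint relative to the nearest protein-coding start site (x axis, kb, negative upstream), for peaks within 5 kb. Peaks accumulate at the start site with more on the upstream side, where promoter peaks had a median of -153 bp.

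The genes named before the data were examined included Hmg20a itself. A peak of 577 bp covered the promoter of Hmg20a (chromosome 9, 56266108 to 56266684), with its midpoint 55 bp upstream of the start site. Mfn1, which encodes a protein of mitochondrial fusion, carried a promoter peak of 273 bp (chromosome 3, 32428320 to 32428592) with its midpoint 5 bp upstream of the start site. The peak nearest to Cldn11, a gene for a tight junction protein, was intergenic and 10960 bp upstream (chromosome 3, 31037726 to 31038090). Dars, for an aminoacyl-tRNA synthetase, had no peak nearby in the list, the closest lying 173 kb from its start site on chromosome 1.

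The 10 widest peaks spanned 1569 to 2091 bp, and only that of Acacb, an enzyme of fatty acid metabolism (1797 bp, chromosome 5, 114624878 to 114626674), lay within 1 kb of a start site. The widest (2091 bp, chromosome 13, 22024978 to 22027068) was intergenic, 10958 bp upstream of Zfp184. Those next in width were nearest to Mpdz (2029 bp), Il7 (2008 bp), Spry2, an inhibitor of receptor tyrosine kinase signalling (1999 bp), and Tdgf1, the Nodal co-receptor (1990 bp, chromosome 9, 110848712 to 110850701, 1045 bp upstream of its start site). The others were nearest to Ssr2, Etl4, Btg1 and Gm5146. The Il7 peak lay 392425 bp from the gene, so the name marks a position only. Median width was 400 bp at promoters and 412 bp elsewhere, a difference that did not pass the permutation test (two-sided p = 0.294). It passed as a mean of log2 widths (-0.0551, permutation p = 0.0209), promoter peaks being narrower. It also passed with peaks merged within 10 kb (-31 bp, permutation p = 0.00264), but a merged width includes the gaps between its peaks. Promoter peaks were 36.4% of peaks with no neighbour to merge and 6.12% of those merged 4 or more at a time. Merging therefore widens mainly intervals outside promoters, and the merged result is no evidence on peak width.

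The second question was which genes lie nearest to HMG20A. The 2545 peaks had 2055 genes as nearest, 9.26% of the 22202 protein-coding genes, of which 1710 had 1 peak. Among the 13 lists, 6 passed Fisher's exact test with more members near a peak than the other genes, and 5 of these 6 also passed against shifted peaks. The shifted peaks were nearest to 1602 ± 29.8 genes (SD over shifts), fewer than the 2055 observed, so part of any fold over the shifts is the general closeness of peaks to start sites. Of 745 Reactome pathways, 152 passed against the shifts and 0 passed Fisher's exact test. Passing the shifts is therefore weak evidence for a single list. Where peaks were assigned only to start sites within 1 kb or within 3 kb, 0 lists passed Fisher's exact test (lowest adjusted p = 0.506 and 0.054, both for the partner complexes; 1 list passed in each case by unadjusted p). The odds ratio of the partner complexes was 4.49 within 3 kb and 3.4 within 1 kb, compared with 4.47 by nearest gene. Those of the other 5 called lists were lower in both cases. For LIF and STAT3 response genes it was 3.53 within 3 kb and 4.32 within 1 kb, against 15.7 by nearest gene. For chromatin organisation genes it was 1.39 and 1.70, against 4.22.

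Genes of the LIF and STAT3 response, the signal that maintains mESCs in culture, were nearest to peaks most often. Of 13 members, 8 were nearest to a peak (61.5%, 95% interval 35.5 to 82.3), against 9.23% of other genes (Fisher's exact test, adjusted p = 5.81e-05), and 5.69 times the mean of the shifts (permutation, adjusted p = 0.00087). Promoter peaks were present at Stat3, the transcription factor activated by LIF (294 bp, chromosome 11, 100801179 to 100801472, 472 bp upstream), and at Tcfcp2l1, a transcription factor of naive mESCs (283 bp, chromosome 1, 120524628 to 120524910, 247 bp downstream). Outside promoters, members chosen after their values were seen were Socs3, the feedback inhibitor of the pathway (1091 bp peak, 5312 bp from its start site), Gbx2, Lifr, Lif, Pim1 and Klf4. The peaks of Gbx2, Lifr, Lif and Pim1 lay 6793, 13313, 35135 and 39389 bp from the start site. Within 3 kb, 2 of the 13 members had a peak (Fisher's exact test, adjusted p = 0.345), so this list rests mainly on more distant peaks. Naive pluripotency genes gave 7 of 20 (35.0%, Fisher's exact test, adjusted p = 0.00491), namely Klf4, Nr5a2, Pou5f1, Sall4, Sox2, Tbx3 and Tcfcp2l1, with 2.68 times the mean of the shifts (adjusted p = 0.0286). Klf4 and Tcfcp2l1 belong to both lists. The peaks nearest to Nr5a2 and Klf4 lay 418197 and 53855 bp from the start site, so these names mark positions only. Random peaks called the naive list in 15 of 200 simulated sets. The peak nearest to Pou5f1, which encodes the core pluripotency factor OCT4, lay 1472 bp upstream (657 bp, chromosome 17, 35641182 to 35641838).

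Primed and germ layer genes gave 6 of 19 (31.6%, Fisher's exact test, adjusted p = 0.0153), or 3.4 times the mean of the shifts (permutation, adjusted p = 0.025). Nodal, a ligand of early patterning, carried a promoter peak of 704 bp (chromosome 10, 60879580 to 60880283), and Otx2, a transcription factor of the primed state and of the forebrain, one of 535 bp (chromosome 14, 49286236 to 49286770). The other 4 members were Dnmt3a, Foxd3, Lef1 and Lefty2.

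Genes for proteins of the complexes associated with HMG20A gave 10 of 32 (31.2%, Fisher's exact test, adjusted p = 0.00281), or 3.62 times the mean of the shifts (permutation, adjusted p = 0.00087). Promoter peaks lay at Hmg20a, at Mbd3, a subunit of the NuRD remodelling complex (395 bp, chromosome 10, 79861144 to 79861538), at H2afz, which encodes the histone variant H2A.Z (388 bp, chromosome 3, 137527041 to 137527428), and at Tead1, a transcription factor (288 bp, chromosome 7, 119834830 to 119835117). Bend3, Gatad2a, Gse1, Mta3, Phf21a and Zfp219 were nearest to peaks further from the start site. Chromatin organisation genes gave 9 of 30 (30%, Fisher's exact test, adjusted p = 0.00491), or 3.87 times the mean of the shifts (permutation, adjusted p = 0.0026). Tet1, which oxidises methylated cytosine, carried a promoter peak of 869 bp (chromosome 10, 62360730 to 62361598), and Uhrf1, a factor of maintenance methylation, one of 626 bp (chromosome 17, 56442164 to 56442789). The remaining members were Eed and Ezh2 of the Polycomb repressive complex, Ep300, Ino80, Kdm5b, Kdm6b and Tet2. The peak nearest to Ezh2 lay 90988 bp from its start site, so that name marks a position only.

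Patterning and morphogenesis genes gave 8 of 38 (21.1%, Fisher's exact test, adjusted p = 0.0454), but 1.45 times the mean of the shifts (adjusted p = 0.626). With peaks merged within 10 kb, chosen after the data were seen, the list did not pass (odds ratio 2.24, Fisher's exact test, adjusted p = 0.131). Random peaks called this list in 43 of 200 sets. Its members near a peak were Gli3, Id2, Id3, Meis2, Sall1, Smad3, Tdgf1 and Wnt8a (the peak of Gli3 being 67952 bp away), and 0 had a peak within 1 kb of a start site. The study named morphogenesis and chromatin organisation as themes of these same peaks, so neither list is independent evidence. Neural crest and EMT genes gave 5 of 22 (Fisher's exact test, adjusted p = 0.0764), with a promoter peak at Snai1, a repressor of E-cadherin (479 bp, chromosome 2, 167363107 to 167363585). Cardiac genes gave 2 of 20 (Fisher's exact test, adjusted p = 0.836), Tead1 and Mef2c, the latter with its closest peak 131075 bp from its start site.

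Ribosomal protein genes gave 6 of 26 (Fisher's exact test, adjusted p = 0.053), with promoter peaks at Rps8 and Rpl11, and were 9.36 times the mean of the shifts (adjusted p = 0.00087). DNA repair genes gave 2 of 20, with a promoter peak at Xrcc5. Lists of other cell types did not pass: neuronal genes gave 2 of 16, liver genes 1 of 15 and blood genes 1 of 14, the last with a promoter peak at Gypa, a membrane protein of red blood cells.

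**Figure D3:**
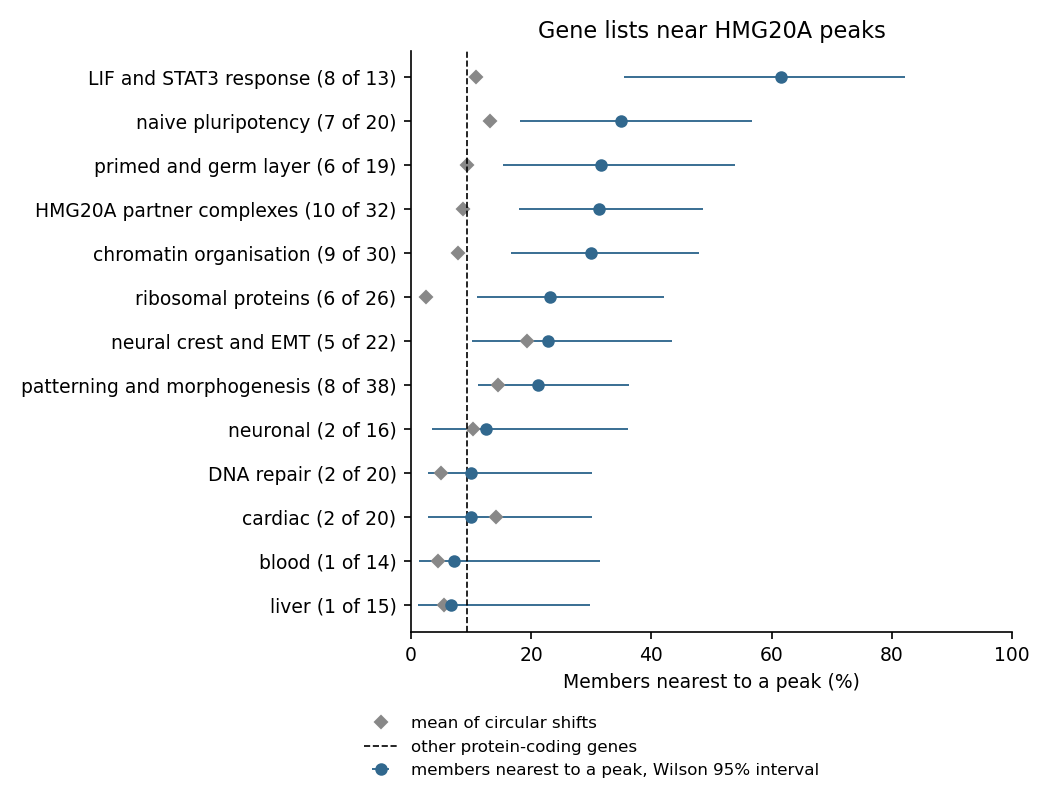
Share of members of each of 13 gene lists that were the nearest gene to an HMG20A peak (x axis, %), as blue points with Wilson 95% intervals, with the mean of circular shifts as grey diamonds and the share of other protein-coding genes as a dashed line. LIF and STAT3 response genes stand highest at 61.5%, and patterning genes at 21.1% lie near their shifted mean.

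Peaks were unevenly spread over the chromosomes. Chromosome 11 held 211 peaks where its length predicts 117 (1.80-fold, 95% interval 1.58 to 2.05, exact binomial test, adjusted p = 1.07e-14), and chromosome 10 held 178 (1.42-fold, adjusted p = 2.69e-05). Chromosome X held 40 where 161 were expected (0.248-fold, 95% interval 0.182 to 0.336, exact binomial test, adjusted p = 5e-30). In all, 5 chromosomes were above and 4 below their share of length. Relative to the number of protein-coding genes, chromosome 11 no longer differed (1.12-fold, exact binomial test, adjusted p = 0.181), while X stayed low (0.376-fold, adjusted p = 2.74e-12). Both expectations ignore how many copies of X each cell carries, so fewer copies and fewer bound sites on X were not told apart. By genes, 3 chromosomes (5, 8 and 10) were above and 3 (7, 14 and X) below, and chromosome 7 went from 1.10-fold by length (adjusted p = 0.312) to 0.685-fold (exact binomial test, adjusted p = 1.13e-06). Over the 20 chromosomes, peaks per Mb rose with genes per Mb (Pearson r = 0.716, permutation p = 0.00023; Spearman rho = 0.832, permutation p = 1e-05). Without chromosomes 7 and 11, r was 0.677.

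**Figure D4:**
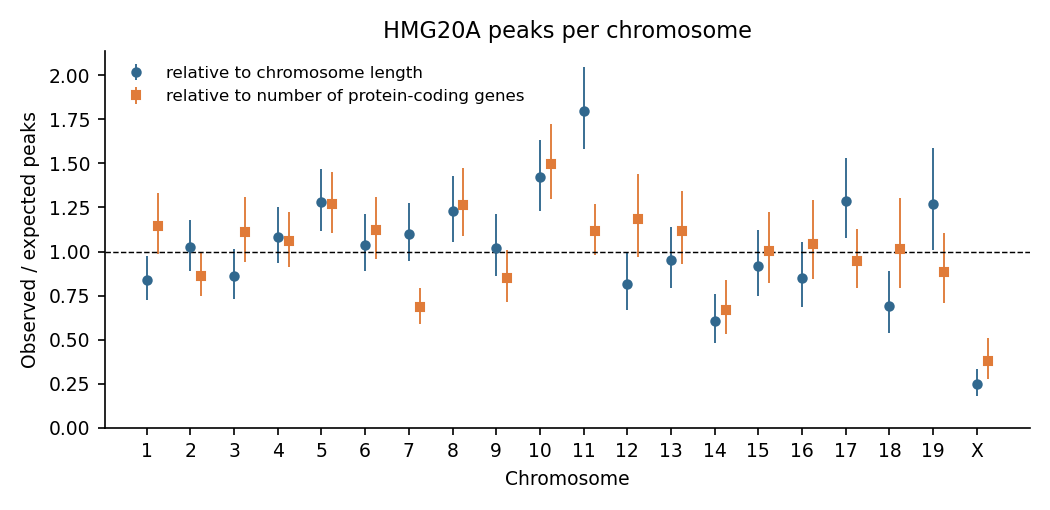
Observed over expected HMG20A peaks (y axis) for chromosomes 1 to 19 and X (x axis), with expectation from chromosome length (blue circles) or from the number of protein-coding genes (orange squares) and 95% intervals. X lies lowest at 0.248 by length and 0.376 by genes, and chromosome 11 drops from 1.80 to 1.12.

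Giemsa-negative bands, which are richer in genes, held 1210 peaks (47.5%), compared with 43.1% of shifted peaks (1.10-fold, two-sided shift permutation, p = 0.0274). The excess did not pass among peaks at or above the lower quartile of width (1.10-fold, shift permutation, p = 0.0576). Among the 5 stain classes, only the darkest bands passed adjustment, with 536 peaks (21.1% against 29.2%, shift permutation, adjusted p = 0.001). Peaks also lay close to one another. Midpoints of 277 neighbouring pairs were within 10 kb, compared with 27.4 ± 5.19 (SD over placements) for random placement (10.1-fold, n = 2545 peaks, p = 0.0001, the smallest the placements can give). Placement within the same band gave 6.77-fold. Neither placement kept peaks near genes, so the concentration at promoters may account for part of the fold. Merging peaks with gaps under 1 kb left 2428, so some close pairs need not be separate sites. The genes nearest to the most peaks were Tex14, a gene of germ cell bridges (8 peaks), Gm17521, Gm9953 and Mreg (7 each), and Jarid2, a Polycomb partner (6, 1 of them within 1 kb of its start site). Med13l, Skap2, Zfp184 and Zfp281 also had 6.

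The third question was which sequences lie under the peaks. HMG20A peaks were rich in GC and in the box bound by SP and KLF factors. GC content was 49.5% ± 9.21 in peaks and 44.7% ± 7.0 in the windows beside them (SD over 2545 sequences, permutation p = 1e-05, the smallest possible). The SP and KLF box (GGGCGG) was present in 28.9% of peaks and 7.55% of windows (odds ratio 5.12, exact McNemar test, adjusted p = 6.54e-88). Among promoter peaks the shares were 52.0% and 6.51%, and among other peaks 17.8% and 8.05% (exact McNemar test, adjusted p = 1.54e-17). The odds ratios in this paragraph were not adjusted for base composition. GC was 55.7% in promoter peaks and 45.2% in their windows, and 46.6% and 44.4% for other peaks. Whether the SP and KLF box or the SOX HMG box differs at equal GC was not tested. Runs of 10 A or T were less frequent in peaks (12%) than in windows (15.4%, odds ratio 0.731, exact McNemar test, adjusted p = 0.00104), as was the SOX HMG box (43.5% against 46.9%, odds ratio 0.864, adjusted p = 0.0324). The NR5A2 and ESRRB site (TCAAGGTCA), read by nuclear receptors of mESCs, was found in 2.95% of peaks and 1.97% of windows (odds ratio 1.5, exact McNemar test, adjusted p = 0.055), and passed against the window on the left (odds ratio 1.87, adjusted p = 0.00474). It also passed without the peaks that share a repeated element, left out after the data were seen (odds ratio 1.60, exact McNemar test, adjusted p = 0.0248). In peaks outside promoters, a split made after the data were seen, this site passed (3.56% and 1.81%, odds ratio 1.97, exact McNemar test, adjusted p = 0.0081), as did the Snail E box (33.4% and 29.6%, odds ratio 1.21, adjusted p = 0.0347). There, A or T runs did not pass (odds ratio 0.852, exact McNemar test, adjusted p = 0.189), nor did the SOX HMG box (odds ratio 1). In promoter peaks the odds ratio of A or T runs was 0.521 (exact McNemar test, adjusted p = 7.61e-05), and whether promoter and other peaks differ in these motifs was not tested. The Fos/Jun site (7.70% against 8.77%), the REST site (CAGCACC, 11% against 11.4%) and the Snail E box (32.3% against 30.5%) did not pass over all peaks. When only 200 bp around each midpoint were searched, the SP and KLF box alone passed.

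**Figure D5:**
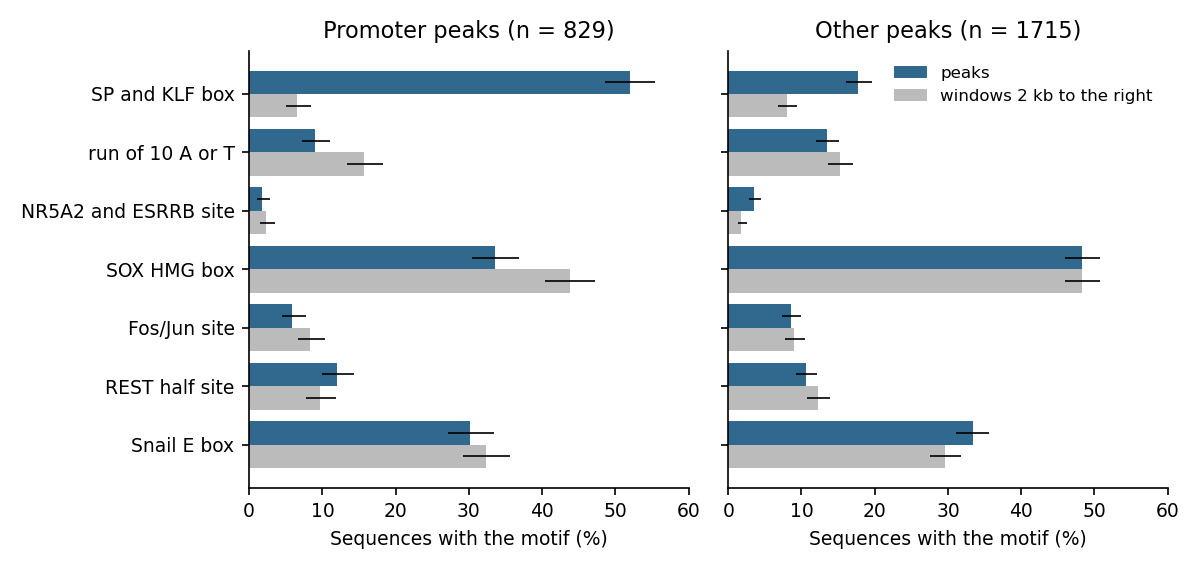
Share of sequences with each of 7 motifs (x axis, %), for peaks (blue) and windows of the same width 2 kb to the right (grey) with Wilson 95% intervals, in 829 promoter peaks (left) and 1715 other peaks (right). The SP and KLF box separates most, at 52.0% against 6.51% in promoters, and the SOX HMG box is lower in peaks at promoters but equal elsewhere.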

Values the study reported

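In primed mESCs the study counted 2,545 HMG20A peaks by CUT&RUN and assigned them to 2,094 genes. It placed approximately 70% of these peaks in accessible chromatin.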

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

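No paired analysis was possible because the 1 list analysed merges the 2 WT replicates without values per sample, and the coverage tracks the study lists were not used here; leaving out a replicate was not possible for the same reason. Annotation by all transcripts, expectation by gene number, merged peaks in the list test, and motifs outside promoters or without the repeated element were chosen after the data were seen. The promoter excess (5.92-fold to 19.9-fold), the closeness of neighbouring peaks (4.61-fold to 15.2-fold) and the deficit on X (0.209-fold to 0.376-fold) kept their direction and their side of the threshold under the alternatives run for them. None of these alternatives took account of the number of X copies per cell. Those for the closeness of peaks neither merged adjacent peaks nor kept placed peaks near genes. The median width was 467 bp among peaks at or above the lower quartile of width, as leaving out narrow peaks must raise it. With that choice the excess in Giemsa-negative bands was 1.10-fold (permutation p = 0.0576), and the cause was not tested. With start sites within 1 kb or 3 kb, 0 gene lists passed in both cases in place of 6; 898 and 1089 genes were then counted in place of 2055. The odds ratio of the partner complexes within 3 kb was 4.49 against 4.47 by nearest gene, so a lower odds ratio did not end that call, whereas the other 5 odds ratios within 3 kb and all 6 within 1 kb were lower, and the cause was not tested. With peaks merged within 10 kb, 5 lists passed in place of 6, without the patterning genes (odds ratio 2.24). Patterning genes reversed within 1 kb, to an odds ratio of 0. Of the lists not called by any setting, neuronal genes reversed to 0 within 1 kb and 3 kb, blood genes to 1.83 and 1.49 there and 1.57 against shifts, and cardiac and liver genes to 0.705 and 1.21 against shifts, none past the threshold. The difference in width between promoter and other peaks passed as a mean of log2 widths (-0.0551, permutation p = 0.0209), and the cause was not tested. With peaks merged within 10 kb it also passed (-31 bp, permutation p = 0.00264), but merged widths include the gaps between peaks and do not measure peak width. With 200 bp around the midpoint, 1 motif passed in place of 3, since A or T runs missed the threshold at a similar odds ratio (0.751 against 0.731, exact test, adjusted p = 0.0506) and the SOX HMG box went to 1. The cause was not tested. The Fos/Jun site (1.02) and the REST site (1.10) reversed with the window on the left, and the REST site (1.06) with 200 bp around the midpoint, none past the threshold. For the reversed lists and motifs the cause was not tested. Which weaker sites the depth left uncalled is unknown.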

Other observations

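The tests of gene families, of pathways, of promoter share on X and of the repeated element, the fit of A or T runs at equal GC, and the distance to the guides at Hmg20a, were chosen only after the result was seen. Genes for olfactory receptors were rarely near HMG20A peaks: 5 of 1113 were nearest to a peak, compared with 9.72% of other genes (Fisher's exact test, adjusted p = 2.52e-39 over 10 families). Fisher's exact test takes genes as independent, which neighbouring members of a family need not be. Against circular shifts the olfactory genes were at 0.173 times the mean (permutation, adjusted p = 0.002). Vomeronasal receptor genes gave 7 of 327 (Fisher's exact test, adjusted p = 1.78e-06), or 0.385 times the mean of circular shifts (permutation, adjusted p = 0.042). Keratin genes gave 0 of 51 (Fisher's exact test, adjusted p = 0.0383) but did not pass against circular shifts (permutation, adjusted p = 0.736). Histone genes named Hist had a start site within 1 kb of a peak in 11 of 67 cases (16.4%, odds ratio 4.71, Fisher's exact test, adjusted p = 0.00024), but were the nearest gene in 9 cases (adjusted p = 0.357), which was 15.5 times the mean of circular shifts (adjusted p = 0.00467). Forkhead genes gave 9 of 43 as nearest, among them Foxa1, Foxd3 and Foxo1 (Fisher's exact test, adjusted p = 0.0383), but 1.94 times the mean of circular shifts (adjusted p = 0.0943). Of 745 Reactome pathways, 0 passed Fisher's exact test with Benjamini-Hochberg adjustment (87 at an unadjusted p under 0.05), and 152 passed against circular shifts, which do not keep peaks near genes. The lowest adjusted p, 0.0503 by Fisher's exact test, was shared by 6 pathways: Rho GTPase signalling (52 of 299 members), rhodopsin-like receptors (12 of 278, fewer than other genes), activation of IQGAPs by Rho GTPases (7 of 15), methylation by Polycomb repressive complex 2 (7 of 15, Ezh2 among them from 90988 bp), and chromatin modifying enzymes and chromatin organisation (29 of 143 each). Chromatin modifying enzymes and chromatin organisation had the same 29 genes near a peak, so they are not separate evidence. Eed and Ezh2 are among these genes and also in the Polycomb set.

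Of the 40 peaks on X, 5 were at promoters (12.5%, 95% interval 5.46 to 26.1), compared with 32.9% of 2505 autosomal peaks (two-sided Fisher's exact test, p = 0.00579). A run of 8 peaks in 19.6 kb lay on X (120161033 to 120180607), and runs of 7 lay near Mreg on chromosome 1 and in Tex14 on chromosome 11.

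A group of 58 peaks (2.28%) shared 1 repeated element, with a median identity of 79.0% between members. It was picked by 10-base words frequent in intergenic peaks and absent from the windows, and extended over all peaks by BLAST alignments of at least 150 bp, so its position away from promoters (45 intergenic and 13 intronic) is partly fixed by the choice. By a bound set after the data were seen, random placement of reads among near-identical copies was taken to need matches of 98% or more elsewhere. The identity of the closest match had an upper quartile of 93.0% over the 52 members with a match. This argues only against near-identical whole copies. Identity was taken over long matches, so identical stretches of read length, and random placement of reads within them, are not excluded. Against chance overlap with an abundant repeat, the words and 28 members were picked again from odd chromosomes alone, and 32 of the 1176 peaks on even chromosomes and X lay in their copies, 28.5 times the mean of shifts (1.12 ± 1.07 SD, permutation p = 0.0002). This test replaced earlier ones whose element or members had been picked with the tested peaks, and which had also favoured the peaks, so the even chromosomes had been seen before. Of 6598 copies in the genome, 83 carried a peak. No biological explanation was tested, and the kind of repeat was not determined.

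A or T runs were less frequent in peaks than beside them (outside promoters the deficit did not pass, odds ratio 0.852), although HMG20A carries an HMG box and A-rich motifs were among those the study described. Higher GC content of the peaks could account for this: among 472 pairs with GC within 2 percentage points the odds ratio was 0.96, within the range set for this explanation before the test, but its 95% interval (0.632 to 1.46) also held the unadjusted 0.731. A fit over all 554 discordant pairs was therefore added, and its odds ratio at equal GC was 1.08 (0.88 to 1.32), which excludes 0.731. Both peaks and windows held many more runs than shuffled sequence with the same dinucleotides, 10.4 times and 9.73 times, so a search against shuffled sequence would find runs in either. Whether that excess is larger in peaks cannot be told apart from the spread between shuffles. No biological explanation was tested.

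The promoter peak of Hmg20a belongs to a list cleared of knock-out peaks, and the knock-out was made by an insertion behind the first start codon. An insertion under the peak would be a technical reason for its absence in knock-out cells, but the only annotated start codon lies 48485 bp from the peak. The guides of the study also targeted the first intron, and their nearest match in the genome lay 48466 bp from the peak. Both distances argue against an edit under the peak, and sequence changes elsewhere in the knock-out cells were not analysed here. No biological explanation was tested, since no signal per library was analysed here.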
